A study of Arabidopsis thaliana with 18 samples.

How the data were processed

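Gene expression was measured by RNA sequencing in root apices of Arabidopsis thaliana from 2 natural accessions (ecotypes), Columbia (Col) and Landsberg erecta (Ler). Per the labels' protocols, seedlings grew on nylon mesh for 7 days on medium with 500 µM phosphate. The mesh was then moved to medium without phosphate, and root apices of about 0.5 cm were frozen after 1 or 2 h. For the 0 h libraries the same protocols describe a move to fresh medium with phosphate, whereas the treatment field of those libraries reads no treatment. Each of the 6 combinations of ecotype and time had 3 libraries, numbered 1 to 3 in the labels. The libraries were poly(A)-selected, strand-specific and paired-end, per the labels. Poly(A) selection leaves out most RNA without a poly(A) tail, so noncoding RNA of that kind was measured poorly or not at all.

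The values were raw read counts per feature, deposited by the authors as 1 column per library. The aligner, the counting tool, the genome sequence and the annotation are not stated per the labels or the file headers, and how reads matching several loci were counted is not stated either. The Col tables list 33602 features and the Ler tables list 32852, all of which are also in the Col tables. The 750 features listed for Col alone comprise 279 chloroplast or mitochondrial and 471 nuclear loci. Why the lists differ is not stated per the labels. Whether both ecotypes were counted against the same sequence and annotation is not stated either, so an effect of these on an ecotype difference cannot be excluded. The main comparisons used the features listed in all 18 libraries.

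Locus identifiers were matched to the RefSeq gene table of the TAIR10.1 assembly, which gave 32835 matches and left 767 of the Col features unmatched. Because the files name no genome build, the assembly was used only for gene symbols, gene class, GC content, length, sequence similarity and the order of genes along chromosomes, and no coordinates are given. Of the features common to both ecotypes, 26540 were protein-coding, 1272 noncoding RNA, 4571 of another class such as pseudogenes or transposons, and 469 unmatched.

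Counts were analysed with edgeR 4.0.16 (limma 3.58.1, R 4.3.3). Features were kept with filterByExpr at its default minimum of 10 counts in the median-sized library and 15 counts in total, which left 20599 features and removed 12253. Library sizes were scaled by TMM. A quasi-likelihood negative binomial model with 1 mean per group was fitted to all 18 libraries together (12 residual degrees of freedom), and each contrast was tested with glmQLFTest. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and an adjusted p under 0.05 was the threshold. The standard error (SE) of a log2 fold change is its absolute value divided by the square root of the F statistic. CPM are counts-per-million values on TMM-scaled library sizes. The 13 contrasts were 1 h and 2 h against 0 h in each ecotype, the same and 2 h against 1 h averaged over ecotypes, Ler against Col at each time and averaged over times, and the difference between the ecotypes' changes (the ecotype by time interaction) at 1 h and 2 h.

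The labels number the replicates 1 to 3 in every group but do not say that equal numbers share a seedling batch or a harvest. The pairing was therefore taken from the numbers, and each contrast was also fitted with the replicate number as a block. Whether equal numbers deviate together was tested by an exact relabelling test on the correlation of deviations from the group means.

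A list of 26 phosphate-starvation genes, of which 24 passed the filter, was tested with the rotation test fry (directional, two-sided) in the same model. The share of changed features was compared between noncoding and protein-coding features by Fisher's exact test. The genes named in the text were chosen by rule. They are the phosphate-list genes past the threshold in at least 1 of the 4 within-ecotype contrasts, up to 10, given in all 4 contrasts. They also include, per contrast, the 2 features with the largest rise and the 2 with the largest fall among those past the threshold with a mean of at least 5 CPM, with complete separation of the libraries in contrasts of 2 groups. This part of the rule covered the within-ecotype contrasts, the averaged ecotype contrast and the interactions. The grouping, designs, gene rule, phosphate list and most alternatives were fixed before the data were examined. The correction for GC content and gene length, the root hair and meristem gene lists and the random-list controls were added afterwards.

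The alternatives were median-of-ratios (RLE) size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, a mean of at least 1 CPM, the replicate number as a block over all libraries or within each ecotype, a fit of only the libraries contrasted, each library left out in turn, no organelle genes, at least a 2-fold change, and a per-library loess correction (span 0.3) for GC content and length, which 99.9% of the features had. Leaving out organelle genes could not change any value, since none is among the features common to both ecotypes. RLE moved the median log2 fold change of all features by at most 0.028 in any of the 13 contrasts.

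The models were tested on simulated counts for 20599 features, of which 200 were changed in 1 group. Without the block, 74% of 2-fold and 96% of 4-fold changes were recovered with 9 false calls. The values were 71%, 97% and 10 with the block and 85%, 99% and 34 with DESeq2. For the interaction, 30% of 2-fold and 92% of 4-fold differences were recovered with 4 false calls. In 200 simulated lists of 18 unchanged features, the directional rotation test gave a p under 0.05 in 6.5%. The simulated counts held no replicate effect, no ecotype difference and no correlation between features. Only features with a mean of at least 5 CPM were changed or put in the lists. The simulation therefore does not compare the fits with and without the block on libraries that share replicate deviations. Nor does the 6.5% cover lists of genes that move together.

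Total counts per library ranged from 23451068 to 29277597, so 3 counts correspond to 0.1025 to 0.1279 CPM, taken here as the smallest level the depth can show. This floor covers counting error only, since reads without molecular identifiers are not independent molecules. No pair of replicates agreed within sampling noise, so none was counted as a duplicate. The chi-square per degree of freedom between libraries of 1 group was 9.50 to 77.4, where sampling noise alone gives about 1. Sequence similarity was searched with BLAST 2.17.0, and permutations and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.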

Results

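The study asked how root growth adapts to phosphate starvation, with attention to noncoding RNA, and compared 2 Arabidopsis ecotypes in the first hours after phosphate was withdrawn. Poly(A) RNA from root apices of Col and Ler was sequenced at 0, 1 and 2 h after transfer, with 3 libraries in each of 6 groups. Total counts averaged 25790189 ± 2171412 (SD, n = 9) in Col and 25968928 ± 1565113 (SD, n = 9) in Ler, a difference with a two-sided exact permutation p of 0.8413. The 10 highest features held 3.13% to 4.73% of the counts of a library. Spearman correlations between libraries of the same group were 0.9811 to 0.9883 across features, which are not independent replicates.

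The first principal component of log2 CPM held 52.9% of the variance, and ecotype accounted for 99.9% of it. The second held 16.8%, of which time accounted for 83.8%. The third held 8.6%, and the replicate number accounted for 56.8% of that component. Libraries with the same replicate number in different groups deviated together from their group means, with a mean Pearson correlation of 0.352 across features. Among 7776 relabellings of the numbers, the actual one included, 1 gave as high a mean, which was the actual one (exact one-sided p 0.000129). Within an ecotype the mean correlation was 0.396 for equal numbers and -0.197 for different numbers. Between ecotypes the values were 0.323 and -0.159. The common biological coefficient of variation was 21.5% without a replicate block and 14.8% with it. Counts of changed features are therefore given both ways.

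**Figure D1:**
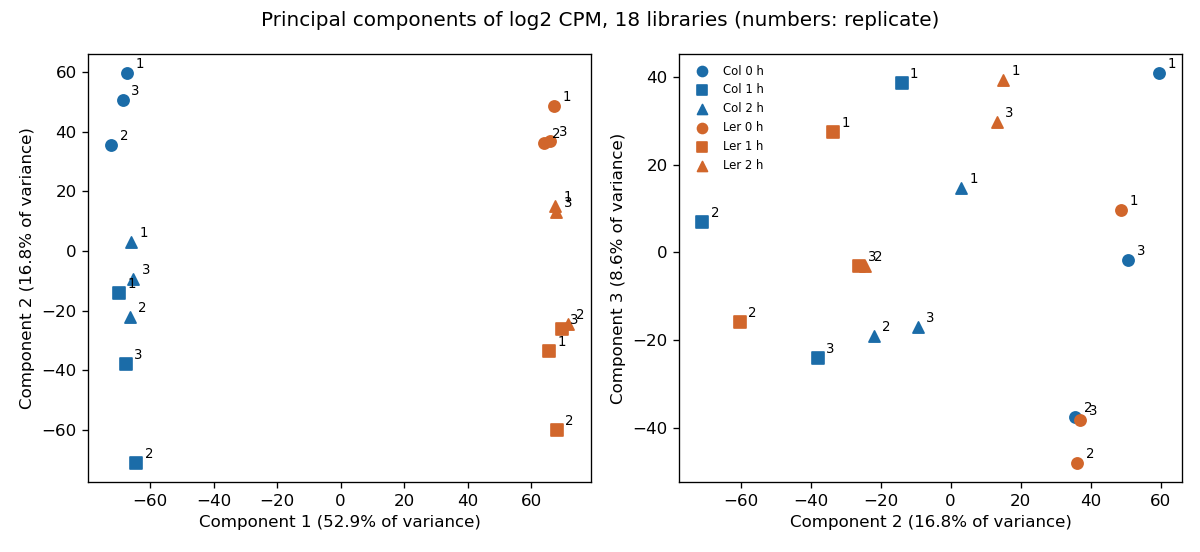
Principal components 1 and 2 (left) and 2 and 3 (right) of log2 CPM in 18 libraries, with the share of variance on each axis, colour for ecotype, shape for hours after transfer and the replicate number beside each point. Component 1 (52.9%) separates Col from Ler, component 2 (16.8%) follows time, and libraries numbered 1 lie higher on component 3 (8.6%) than those numbered 2 or 3 in all 6 groups.

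To ask what changed after transfer in each ecotype, 1 h and 2 h were compared with 0 h. In Col, 2282 of 20599 features passed the threshold at 1 h, 1102 up and 1180 down, and 1316 passed at 2 h, 603 up and 713 down. With the replicate number as a block the counts were 4462 and 4550. Across the alternatives the Col count at 1 h was highest, 4945, with a separate block for each ecotype and lowest, 782, in a fit of only the libraries contrasted. In Ler, 1404 features passed at 1 h, 878 up and 526 down, and 577 at 2 h, 452 up and 125 down. With the block these were 2987 and 1825. A change of at least 2-fold was seen in 1232 and 499 of the Col features and in 837 and 360 of the Ler features at 1 h and 2 h. Averaged over ecotypes, 4077 features passed at 1 h (2010 up, 2067 down) and 1777 at 2 h (888 up, 889 down), and 1183 differed between 2 h and 1 h (511 up, 672 down). With the replicate block these were 6145, 3730 and 2581. No libraries kept on phosphate for 1 h or 2 h were analysed here, so a change with time after transfer contains the effects of phosphate removal and of the transfer itself together. The clock times of harvest are not stated per the labels, so an effect of time of day cannot be separated either.

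**Figure D2:**
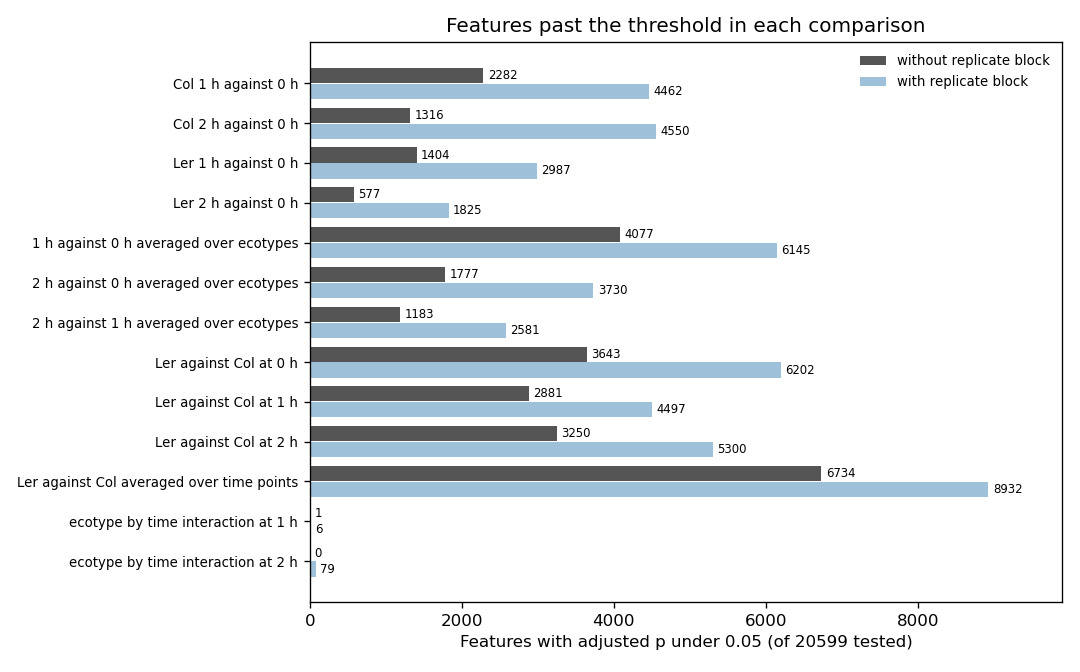
Number of features with an adjusted p under 0.05 among 20599 tested (horizontal axis, from 0) in each of 13 comparisons, without (dark bars) and with (light bars) the replicate number as a block. The block raised the count in all 13, from 2282 to 4462 for Col at 1 h and from 0 to 79 for the interaction at 2 h.

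The responses of the ecotypes overlapped. At 1 h, 1077 features passed in both ecotypes and 1076 of them changed in the same direction. Over the 2609 features past the threshold in either ecotype, the log2 fold changes had a Pearson correlation of 0.878 across features. At 2 h, 209 features passed in both, all 209 in the same direction, with a correlation of 0.782 over the 1684 features past the threshold in either. Over all tested features the correlation was 0.760 at 1 h and 0.437 at 2 h. With the replicate block, 2277 features passed in both ecotypes at 1 h and 748 at 2 h, of which 2275 and 728 changed in the same direction. Over the features past the threshold in either ecotype with the block, the correlation was 0.850 at 1 h and 0.646 at 2 h. Of the 4550 features past it in Col at 2 h with the block, 2828 (62.2%) changed in the same direction in Ler, against 1007 of 1316 (76.5%) without the block. Features are not independent replicates, so no p-value is given for these correlations.

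**Figure D3:**
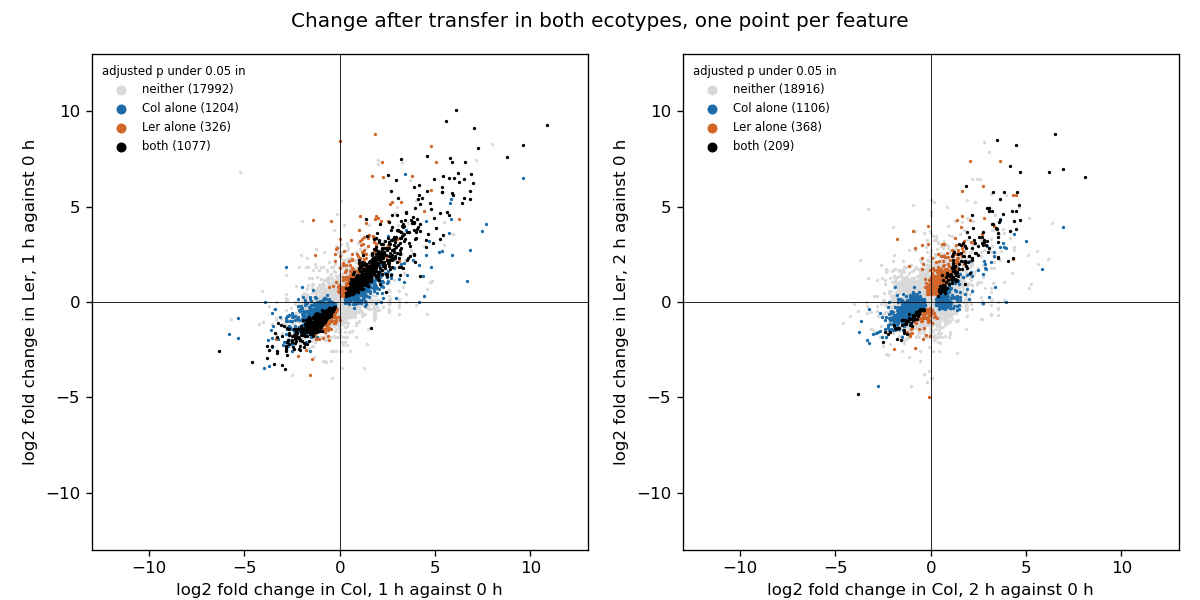
Log2 fold change against 0 h in Col (horizontal axis) and Ler (vertical axis) at 1 h (left) and 2 h (right), one point per tested feature, coloured by the ecotype in which its adjusted p was under 0.05. The features past the threshold in both ecotypes lie along the diagonal, 1077 at 1 h and 209 at 2 h.

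RNS1 (AT2G02990), a ribonuclease gene of the phosphate list, rose in all 4 within-ecotype contrasts. In Col it went from 5.35 ± 1.96 CPM (SD, n = 3) at 0 h to 97.1 ± 23.8 at 1 h and 140 ± 48.6 at 2 h. In Ler it went from 2.26 ± 0.42 CPM (SD, n = 3) to 109.1 ± 2.88 and 260 ± 67.9. The log2 fold changes were 4.18 (SE 0.33, edgeR adjusted p 2.69e-06) and 4.70 (SE 0.34, adjusted p 7.18e-06) in Col, and 5.59 (SE 0.36, adjusted p 6.82e-07) and 6.83 (SE 0.37, adjusted p 1.41e-07) in Ler. With the replicate block they were 4.18, 4.67, 5.59 and 6.83, all past the threshold. The larger rise of RNS1 in Ler did not pass the interaction test, with a log2 difference of 2.13 at 2 h (SE 0.44, edgeR adjusted p 0.227).

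Besides RNS1, the largest rises by the naming rule were those of AT2G38240, FAMT and ASN1. AT2G38240 rose from 0.102 ± 0.091 CPM (SD, n = 3) in Col at 0 h, below the floor of the depth, to 203 ± 228 at 1 h and 29.02 ± 27.2 at 2 h, and in Ler from 0.166 ± 0.160 to 110.5 ± 62.1 and 16.3 ± 16.1. Its log2 fold changes were 10.89 (SE 1.56) and 8.09 (SE 1.54) in Col and 9.30 (SE 1.43) and 6.55 (SE 1.41) in Ler, with edgeR adjusted p-values of 0.000444, 0.0113, 0.00094 and 0.0193. At 2 h it lost the threshold in 2 of 6 fits that left out a library in Col and in 4 of 6 in Ler. FAMT (AT3G44860) rose from 0.930 ± 0.731 CPM to 122 ± 109 in Col at 1 h (log2 7.02, SE 0.85, edgeR adjusted p 0.000115) and stood at 1.74 ± 0.734 CPM at 2 h. In Ler it rose from 0.146 ± 0.063 to 82.8 ± 56.2 CPM at 1 h (log2 9.10, SE 1.01, edgeR adjusted p 8.07e-05) and stood at 2.40 ± 1.78 CPM at 2 h, above 0 h in all 3 libraries (log2 3.99, SE 1.11, edgeR adjusted p 0.0661). ASN1 (AT3G47340) rose in Ler at 1 h from 0.0942 ± 0.098 CPM, below the floor, to 74.1 ± 51.1 (log2 9.50, SE 1.96, edgeR adjusted p 0.0073). In Col it rose from 1.46 ± 1.05 to 70.1 ± 80.5 CPM at 1 h (log2 5.58, SE 1.46, edgeR adjusted p 0.0219). The interaction at 1 h had an adjusted p of 1 for FAMT and for ASN1, so a difference between the ecotypes was not shown. The replicates of these 3 genes spread widely, and fold changes from a level near or below the floor are imprecise.

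The largest falls were smaller. In Col at 1 h they were AT2G31540 (log2 -3.82, SE 0.32, edgeR adjusted p 4.07e-06) and FTM1 (AT1G43800, log2 -3.73, SE 0.99, adjusted p 0.0233). In Col at 2 h they were AT5G65207 (log2 -2.87, SE 0.60) and AT4G32480 (log2 -2.38, SE 0.33), with adjusted p-values of 0.016 and 0.00195. In Ler at 1 h they were WRKY60 (AT2G25000, log2 -2.83, SE 0.73) and AT1G23160 (log2 -2.70, SE 0.63), with adjusted p-values of 0.0272 and 0.0155. In Ler at 2 h they were CIPK16 (AT2G25090, log2 -1.93, SE 0.42) and ACS2 (AT1G01480, log2 -1.71, SE 0.36), with adjusted p-values of 0.0225 and 0.0185. For FTM1 a single Col 0 h library held 46.0 CPM against 6.30 and 3.30 in the others. Without that library its log2 change was -1.78 (edgeR adjusted p 0.246). Of these falls, WRKY60 lost the threshold in all 6 fits that left out a library. AT1G23160, CIPK16 and ACS2 lost it in 4 of 6, and FTM1 and AT5G65207 in 3 of 6. AT2G31540 and AT4G32480 kept it in all 6. The fits that left out a library had no replicate block, and none was made with it. With the block and all libraries, each of these falls passed the threshold, with edgeR adjusted p-values from 3.9e-06 to 0.00191. No other locus of the TAIR10.1 genome matched 50% or more of any of the 23 named genes at 95% identity.

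Known phosphate-starvation genes were examined as a list. Of the 24 tested, 7 passed the threshold in at least 1 within-ecotype contrast. The mean log2 fold change of the list was -0.31 in Col at 1 h, -0.15 in Col at 2 h, -0.01 in Ler at 1 h and 0.60 in Ler at 2 h, with directional fry rotation p-values over all 18 libraries of 0.204, 0.633, 0.77 and 0.0778. The medians, which RNS1 (4.18 to 6.83) moves little, were -0.43, -0.53, -0.1 and 0.41. In the same order, 20, 17, 14 and 7 of the 24 genes were down. In the fits with the replicate block, the mean was -0.29 in Col at 1 h (rotation p 0.0151, 20 of 24 genes down) and 0.58 in Ler at 2 h (rotation p 0.00668, 18 of 24 genes up). Benjamini-Hochberg adjustment over the 45 list tests of a fit (5 lists, 9 contrasts) gave 0.0755 and 0.0389 for these, and without the block 0.399 and 0.269. The root hair and meristem lists among the 5 were added after results had been seen. Adjusted values depend on which lists are counted, and none was computed without these lists. Passing the threshold is therefore not established for the planned lists alone. For 2 h against 1 h averaged over ecotypes the list mean was 0.39 (rotation p 0.0381, adjusted 0.214), and 0.38 with the block (rotation p 0.0014, adjusted 0.0158, 20 of 24 genes up). For 1 h against 0 h averaged over ecotypes it was -0.16 with and without the block (rotation p 0.0184, adjusted 0.0828, and 0.268, adjusted 0.482). In Ler at 2 h against 0 h, 22% of 500 random lists had a directional rotation p under 0.05 in the fit without the block. A small p was therefore not rare in that fit, and the share was not computed with the block.

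MGD2 (AT5G20410) fell in all 4 contrasts. It went from 9.16 ± 1.17 CPM (SD, n = 3) to 2.11 ± 0.461 and 4.10 ± 0.715 in Col and from 7.37 ± 1.15 to 2.75 ± 0.539 and 4.07 ± 0.821 in Ler, with log2 fold changes of -2.12, -1.16, -1.42 and -0.86 and edgeR adjusted p-values of 4.53e-05, 0.0108, 0.00101 and 0.047. PHO1;H1 (AT1G68740) and SQD2 (AT5G01220) fell in Col at 1 h by log2 -1.18 (SE 0.32) and -0.73 (SE 0.20), both with an edgeR adjusted p of 0.0254. They lost the threshold in 4 and 3 of the 6 fits that left out a library. In Ler at 2 h, PAP10 (AT2G16430) rose by 0.88 (SE 0.20), PHT1;4 (AT2G38940) by 1.21 (SE 0.31) and PHF1 (AT3G52190) by 0.69 (SE 0.18) on the log2 scale, with edgeR adjusted p-values of 0.0313, 0.0493 and 0.0494. Each of the 3 lost the threshold in 5 of the 6 fits that left out a library, and MGD2 in Ler at 2 h in 4 of 6. Those fits had no replicate block. With the block and all libraries, the edgeR adjusted p-value in Ler at 2 h was 0.0203 for MGD2. For PAP10, PHT1;4 and PHF1 it was 0.00171, 0.00283 and 0.00166. In Col at 2 h the same 3 genes changed by 0.00, 0.31 and 0.21, with adjusted p-values of 0.998, 0.56 and 0.475. Their interactions at 2 h had adjusted p-values of 0.227, 0.291 and 0.321, so a difference between the ecotypes was not shown for any of the 3. In the other contrasts the adjusted p-values of PHO1;H1, SQD2, PAP10, PHT1;4 and PHF1 ranged from 0.0572 to 1 without the replicate block. With the block 5 of these results passed the threshold, namely PHO1;H1 in Ler at 1 h (edgeR adjusted p 0.00782), SQD2 in Col at 2 h (0.00809) and Ler at 1 h (0.00172), and PHT1;4 in Col at 1 h (0.0078) and Ler at 1 h (0.0272).

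**Figure D4:**
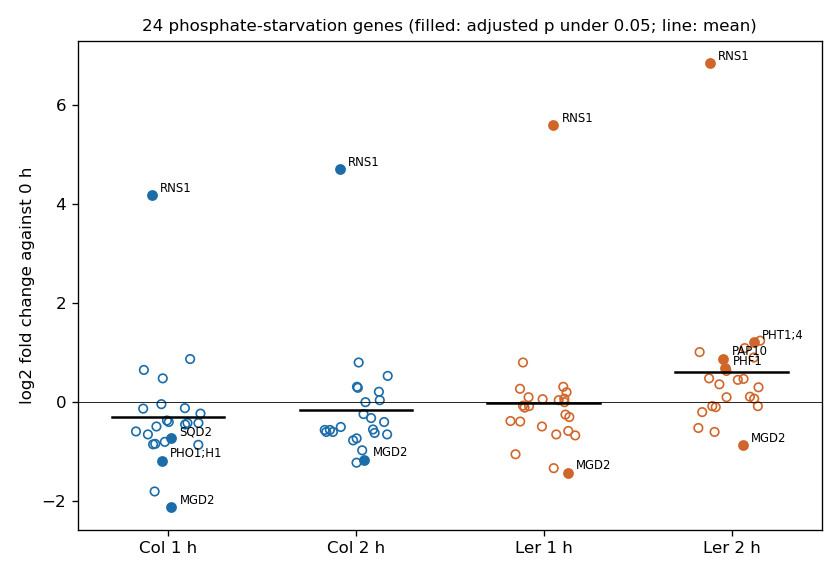
Log2 fold change against 0 h of 24 phosphate-starvation genes in each within-ecotype contrast, one point per gene, filled where the adjusted p was under 0.05, with a line at the mean. RNS1 lies at 4.18 to 6.83, far above the other genes, and the means are -0.31, -0.15, -0.01 and 0.60 from left to right.

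The ecotypes were compared at each time and over all times. Between Ler and Col, 3643 features differed at 0 h (1761 higher in Ler, 1882 lower), 2881 at 1 h (1429 and 1452) and 3250 at 2 h (1765 and 1485). With the replicate block these were 6202, 4497 and 5300. Of 5432 features that differed at 1 or more times, 1642 differed at all 3, all in the same direction. Averaged over times, 6734 features differed (3408 higher and 3326 lower in Ler), 8932 with the block, and 2083 of the 6734 by at least 2-fold. The largest differences were between counts and no counts. PRA1.A3 (AT3G11397) and AT5G53070 held no counts in any of the 9 Col libraries, and 30.8 ± 0.569 and 27.6 ± 3.46 CPM (SD, n = 3) in Ler at 0 h. AT5G54040 and the pseudogene AT4G08110 held no counts in any of the 9 Ler libraries, and 30.3 ± 11.99 and 21.0 ± 2.20 CPM (SD, n = 3) in Col at 0 h. The model gave log2 differences of 12.66, 12.42, -12.3 and -12.08, whose size depends on how 0 counts are treated. Because the genome sequence used for each ecotype is not stated, 0 counts in one of them do not show that the gene is silent.

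Whether the response to transfer differed between the ecotypes was tested by the interaction. At 1 h, 1 feature passed, with 561 at an unadjusted p under 0.05 (2.7% of those tested), and 6 passed with the replicate block. The feature was CPK27 (AT4G04700), a calcium-dependent protein kinase gene. It rose in Col from 7.20 ± 0.520 CPM (SD, n = 3) at 0 h to 38.3 ± 5.44 at 1 h and in Ler from 10.9 ± 0.361 to 15.7 ± 1.84. The log2 difference between the changes was -1.89 (SE 0.21, edgeR adjusted p 0.00277), with an adjusted p of 0.00181 in the fit with the block. At 2 h no feature passed without the block, while 3621 had an unadjusted p under 0.05 (17.6% of those tested). With the block 79 passed, 71 higher and 8 lower in Ler relative to Col, and with a separate block for each ecotype 1679 passed, 836 higher and 843 lower.

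**Figure D5:**
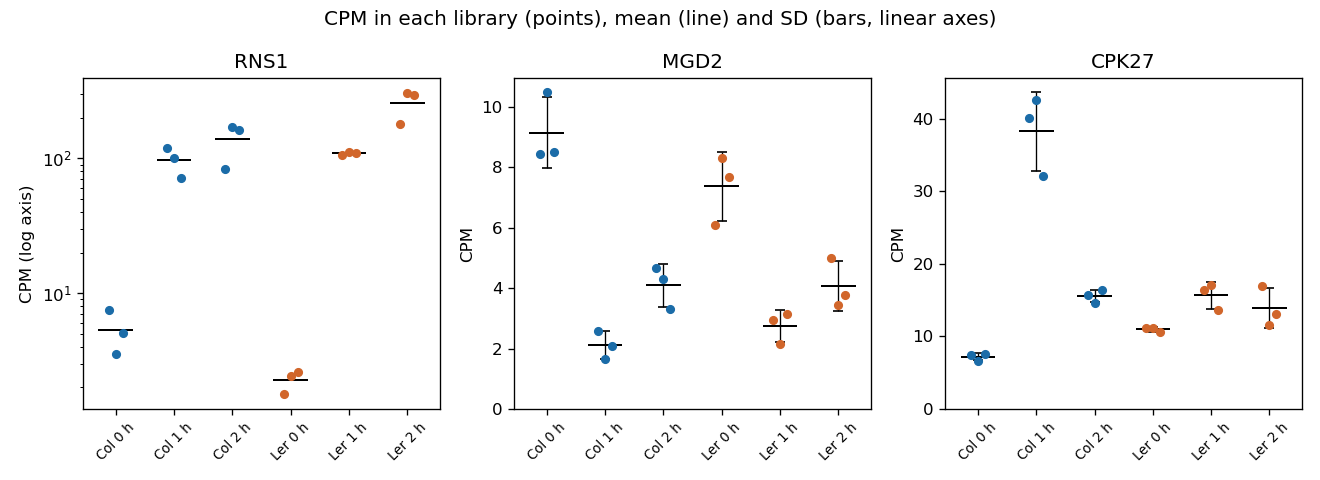
CPM of RNS1 (log axis), MGD2 and CPK27 (linear axes from 0) in each library (points) of the 6 groups, with the group mean as a line and the SD as bars on the linear axes. RNS1 rises from 5.35 to 97.1 CPM in Col and from 2.26 to 109.1 in Ler at 1 h, MGD2 falls in both, and CPK27 reaches 38.3 CPM in Col and 15.7 in Ler at 1 h.

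As the series concerns noncoding RNA, the share of changed features was compared between classes. Of 281 noncoding features tested (155 lncRNA, 106 of the general class ncRNA, 9 miRNA, 5 snRNA, 4 snoRNA and 2 antisense RNA), 99 (35.2%) differed between the ecotypes averaged over times, against 6365 of 19933 protein-coding features (31.9%). The odds ratio was 1.16 (Fisher's exact test, two-sided p 0.246). Against protein-coding features matched on mean expression it was 0.923 (exact p 0.588), and with the replicate block 0.983 (exact p 0.904), so the direction was not stable. At 2 h against 0 h averaged over ecotypes, 17 noncoding features (6.0%) and 1748 protein-coding features (8.8%) passed, an odds ratio of 0.67 (exact p 0.135). With the block it was 0.529 (exact p 0.000594), and in the matched set without the block 0.859 (exact p 0.697). Features are not independent, so these p-values describe the set rather than replicate error.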

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

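Tests chosen only after the result was seen were those of the root hair and meristem gene lists and the comparisons with random lists and random covariates. The fits with the correction for GC content and gene length and the splits of the libraries were also chosen only after results had been seen. For CPK27 the fits with RLE size factors and with the replicate block were planned. They were read as tests of library size and replicate number only after their values had been seen.

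CPK27 (AT4G04700) drew attention because the ecotypes' changes at 1 h differed by a test of the difference itself. The log2 change was smaller in Ler, by -1.89 (SE 0.21, edgeR adjusted p 0.00277). All 3 Col libraries at 1 h (32.1 to 42.6 CPM) lay above all 3 Ler libraries at 1 h (13.6 to 17.1 CPM), while at 0 h the Col libraries (6.60 to 7.52 CPM) lay below the Ler libraries (10.5 to 11.2 CPM). Reads shared with a near-identical copy were tested by sequence search, and 0 other loci of the TAIR10.1 genome matched 50% or more of the gene at 95% identity. With RLE size factors in place of TMM the adjusted p was 0.0033, and with the replicate number as a block it was 0.00181. In the 12 fits that each left out 1 library the difference ranged from -2.0 to -1.80 and stayed past the threshold. In a fit that paired the 0 h and 1 h libraries of each ecotype and number, 0 features passed the threshold, so CPK27 did not pass there. Permuting the libraries in that paired fit therefore could not test the difference. All 4 splits that part as many libraries with the same number gave as many, as did all 10 splits. At 2 h the difference was -0.77 (SE 0.21, edgeR adjusted p 0.227). A sequence difference between Ler and the reference that changes how CPK27 reads are counted would act at all times alike, so it was not examined further. Whether handling or time of day differed between the ecotypes was not tested. An ecotype difference in the response of CPK27 in the first hour is a hypothesis, found and tested on the same libraries.

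The phosphate-starvation list drew attention because its change at 2 h differed between the ecotypes in the fit with the replicate block. The mean log2 change was higher in Ler by 0.70 (rotation p 0.0041 with the block, 0.0308 after Benjamini-Hochberg adjustment over 45 list tests), and 22 of 24 genes lay in that direction. Without the block the mean was 0.75 with a rotation p of 0.092 (adjusted 0.284), so the result passed only with the block. The 45 tests include those of the root hair and meristem lists, which were added after results had been seen. No adjustment was computed without these lists, so passing the threshold is not established for the planned lists alone. With the block and the correction for GC content and gene length together the mean was 0.69 (rotation p 0.00533). The correction hardly moved this list. Among 10000 random lists matched on size and mean expression, 0 had a median as high as that of the phosphate list, 0.66, in the fit without the block. The random features were drawn independently and the libraries stayed fixed, so this count does not measure the spread between libraries. Of 500 random lists, 18.4% had a directional p under 0.05 in that contrast without the block, so a small rotation p was not rare in that fit. Such lists can hold features that changed, so this share does not show how often the test errs. It was not computed for the fit with the block.

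A candidate explanation for the difference at 2 h is that the dissected apices held a different share of the root hair zone. A list of 15 root hair genes, written after such genes had been seen among the interaction results, moved by 0.91 with the block (rotation p 0.000805, 14 of 15 genes up) and by 0.94 without it (p 0.005). A list of 13 meristem genes moved by -0.54 (p 0.00297 with the block), with 13 of 13 down. Adjusted over the 45 list tests, the rotation p with the block was 0.0158 for root hair and 0.0267 for meristem genes. Without the block it was 0.0642 for each, so neither list passed there. Of 500 random lists compared with each in the fit without the block, 17% (root hair) and 18.8% (meristem) had a directional p under 0.05. These shares were not computed with the block. Adding the mean root hair and meristem scores of each library as covariates took the number of interaction features at 2 h, with the genes of these lists left out, from 77 to 0, and those at an unadjusted p under 0.05 from 6132 to 947. Random pairs of gene lists used as covariates gave as low a count in 14 of 20 draws and as low a number at an unadjusted p under 0.05 in 6 of 20, so the fall in the count cannot be attributed to the zone scores. The root hair scores were 0.43 ± 0.19 (SD, n = 3) in Col and -0.44 ± 0.18 in Ler at 0 h, and 0.16 ± 0.05 and 0.19 ± 0.33 at 2 h. Where the apices were severed and a difference in root hair differentiation would move these scores alike. The phosphate list was not refitted with the zone scores, so a difference in the zones dissected was neither shown nor excluded as a source of its higher change in Ler. Correcting for GC content and gene length with the block gave 192 interaction features at 2 h against 79 without the correction. Whether the 79 are among the 192 was not examined, so this does not decide whether that bias contributed.

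Features listed in the Col tables alone were outside the comparisons between ecotypes, and 59 of the 750 had a mean of at least 1 CPM in Col, above the floor of 0.1025 to 0.1279 CPM. Of the 59, 14 were chloroplast or mitochondrial. The highest was AT1G35320 at 62.74 CPM. Of 92 tested in Col, 4 passed the threshold at 1 h and 1 at 2 h (9 and 7 with the replicate block). Why these features are missing from the Ler tables is not stated per the labels, and no explanation, technical or biological, was tested.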

How the results depend on the processing

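Tests chosen only after results had been seen were the fits with the correction for GC content and gene length, and the splits of the libraries. The other alternatives were chosen before the data were examined. Leaving out organelle genes changed no value because none is among the common features. A separate block for each ecotype was not applied to the ecotype contrasts, since each of its blocks lies within a single ecotype.

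The replicate block moved most counts. With the number as a block over all libraries, the counts at 1 h and 2 h were 4462 and 4550 in Col, 2987 and 1825 in Ler and 6145 and 3730 averaged over ecotypes, with 2581 between 2 h and 1 h. The ecotype contrasts gave 6202, 4497 and 5300 at 0, 1 and 2 h, and the interactions 6 and 79. With a block within each ecotype the counts were 4945, 5326, 3241, 2076, 6760, 4127 and 2904 in the same order of time contrasts, and 3 and 1679 for the interactions. With the block and the GC and length correction together they were 4535, 4606, 3009, 1886, 6251, 3764 and 2620, then 6293, 4575 and 5431 for the ecotype contrasts and 5 and 192 for the interactions. The common biological coefficient of variation fell from 21.5% to 14.8% and 13.6% with the 2 kinds of block. The interaction at 2 h thus ranged from 0 features (3621 at an unadjusted p under 0.05) to 1679. Its direction moved too, with 71 higher and 8 lower in Ler with the block, 836 and 843 with the block within each ecotype, and 395 and 1091 in the ecotype by time interaction at 2 h without Col 0 h replicate 2. Neither its size nor its direction is established by these libraries.

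A change of at least 2-fold was met by 1232 and 499 features in Col, 837 and 360 in Ler, 1437, 607 and 407 in the averaged time contrasts, 1838, 1697 and 1811 between ecotypes at 0, 1 and 2 h, and 2083 averaged over times. DESeq2 gave 2503 for Col at 2 h, 1241 for Ler at 2 h, 1817 for 2 h against 1 h, and 22 and 133 for the interactions. On simulated counts without a replicate effect it also made more false calls, 34 against 9. Fits of only the libraries contrasted gave 782 and 359 in Col and 1881 between ecotypes at 1 h. The cause was not tested for any of these shifts. Counts under the alternatives not given here were within 1.5 times of those in the report.

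Across fits that each left out 1 library, counts ranged from 1122 to 2986 and from 248 to 3244 in Col at 1 h and 2 h, from 742 to 1224 and from 212 to 487 in Ler, from 712 to 1535 for 2 h against 1 h, and from 2294 to 4589 between ecotypes at 0 h. The interaction counts ranged from 1 to 2 at 1 h and from 0 to 1486 at 2 h, the latter without Col 0 h replicate 2. The other averaged and ecotype counts stayed within 1.5 times of those in the report.

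With the replicate block the unadjusted rotation p of the phosphate list fell under 0.05 in Col at 1 h (mean -0.291, p 0.0151) and Ler at 2 h (mean 0.575, p 0.00668). After Benjamini-Hochberg adjustment over 45 list tests it was 0.0755 and 0.0389, so of these only the latter passed the threshold. The 45 include tests of the root hair and meristem lists, added after results had been seen. No adjustment was computed without those lists, so this pass is not established for the planned lists alone. Without a filter its sign reversed in Col at 2 h (0.073) and Ler at 1 h (0.045). Leaving out 1 library gave means from -0.313 to 0.058 in Col at 2 h, from -0.224 to 0.176 in Ler at 1 h and from 0.333 to 0.775 in Ler at 2 h. The noncoding odds ratio between ecotypes was 1.46 (exact p 0.0126) at a mean of at least 1 CPM, 0.923 against matched coding features and 0.983 with the block. At 2 h it was 0.529 with the block (exact p 0.000594). The cause was not tested.

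Of 47 results for single named genes, the alternatives other than leaving out a library gave 462 values, of which 427 kept direction and side of the threshold, 11 were weaker, 17 stronger and 7 reversed. The 427 include the values from leaving out organelle genes, which could not change and so show no stability. Of the 11 that lost the threshold, 4 were MGD2 in Ler at 2 h (adjusted p 0.0512 with RLE, 0.0554 without a filter, 0.0943 with only the libraries contrasted, 0.0534 with the GC and length correction). PHF1 in Ler at 2 h lost it without a filter and at a mean of at least 1 CPM. PHT1;4 in Ler at 2 h lost it at that mean. PHO1;H1, SQD2 and FTM1 in Col at 1 h and CIPK16 in Ler at 2 h lost it with only the libraries contrasted. The 7 were values near 0. PAP10 in Col at 2 h was 0.00 in the report and without a filter, 0.02 with the block, 0.03 with the block within each ecotype and 0.02 with the block and correction. PHF1 in Ler at 1 h was -0.01 at a mean of at least 1 CPM, with the block and with the block within each ecotype. The fits that left out a library had no replicate block. With the block and all libraries, 0 of the 32 results past the threshold lost it. Of the 32, 17 stayed past the threshold in every fit that left out a library and 15 did not, with no reversal. WRKY60 in Ler at 1 h lost the threshold in all 6 such fits, PAP10, PHT1;4 and PHF1 in Ler at 2 h in 5 of 6 each, and MGD2 in Ler at 2 h in 4 of 6. ACS2, CIPK16 and AT2G38240 in Ler at 2 h, AT1G23160 in Ler at 1 h and PHO1;H1 in Col at 1 h also lost it in 4 of 6. The remaining results of the 15 lost it in 1 to 3 of 6. Sign changes occurred for PAP10 in Col at 1 h (-0.38 to 0.02) and 2 h (-0.20 to 0.12), PHF1 in Col at 1 h (-0.32 to 0.03) and Ler at 1 h (-0.14 to 0.15), PHO1;H1 in Ler at 2 h (-0.16 to 0.07) and SQD2 in Ler at 2 h (-0.20 to 0.10), none past the threshold in the report.

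Depth limits the genes measured from near 0. The 0 h counts of AT2G38240 were 0 to 10 per library over both ecotypes, and those of ASN1 were 1 to 6 in Ler and 6 to 51 in Col, so their fold changes are imprecise.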

Other observations

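Tests chosen only after the result was seen were the splits of the libraries, the adjacency test of features near 0 in Ler, and the comparisons of the clock and touch lists with random lists.

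Other splits of the libraries were compared with the actual one, using only splits that part as many libraries with the same number. For each within-ecotype contrast and each ecotype contrast at a single time, 1 of 4 splits, the actual one, gave as many features, and the other 3 gave 0 while the actual one gave 577 to 3643. A design with 4 such splits cannot give a share under 0.05. For the averaged time contrasts 1 of 32 splits gave as many, and the highest counts in the others were 314 at 1 h, 497 at 2 h and 4 for 2 h against 1 h. For the ecotypes averaged over times, 40 splits were used, the actual one and others drawn at random from a larger set. Of these 40, 1 gave as many, with up to 4607 in the others. Some of these splits can keep part of the ecotype difference, so such counts do not measure chance alone. For each interaction 4 of 4 splits gave as many, because the paired fit gave 0 features in the actual one and in the others. Numbers at an unadjusted p under 0.05 were not computed for the splits.

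Time of day is a candidate explanation for part of the change after transfer, as the labels give hours after transfer but no clock time of transfer or harvest. A list of 18 clock genes, chosen before the contrasts were fitted, moved in mixed directions at 2 h against 0 h averaged over ecotypes (rotation p 0.00943). The test could hardly have come out otherwise, as 85.2% of 500 random lists had a mixed p under 0.05. The median of the clock list, 0.21, was reached by 6 of 10000 random lists. Handling at transfer is another candidate. A list of 15 touch genes rose by a mean log2 of 0.76 at 1 h, with 10 of 15 genes up. Its directional rotation p was 0.0619, and 0.0289 with the replicate block. In the fit without the block, 41.2% of random lists had a directional p under 0.05. With the block this share was not computed. The median of the touch list was reached by 3 of 10000 random lists. Comparing medians with random lists does not measure the spread between libraries, since the features were drawn independently and the libraries stayed fixed. Neither explanation can be told apart from an effect of phosphate removal in this design.

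Some features were counted in one ecotype and near 0 in the other, defined as fewer than 9 counts summed over 9 libraries. Of 18544 features with a mean of at least 1 CPM in Col, 106 were near 0 in Ler, 44 of them exactly 0. Of 18635 such features in Ler, 76 were near 0 in Col, 25 of them exactly 0. They made up 182 of the 977 ecotype differences of 4-fold or more. Features near 0 in Ler lay next to each other along the chromosomes in 19 pairs, against a mean of 0.6 and a maximum of 6 in 10000 shuffles (permutation p 0.0001, the smallest that 10000 shuffles can give), with a longest run of 4. Features near 0 in Col formed 4 adjacent pairs against a mean of 0.3 and a maximum of 4 in the shuffles (permutation p 0.0003), with a longest run of 2. All of these features are listed in all 18 libraries, so absence from a feature list does not account for them, and those with a few counts are not wholly missing from the sequence used. For the rest of those near 0 in Ler, sequence missing from the genome used and segments deleted from the Ler genome would both cluster. The test does not separate them. All 76 features near 0 in Col have a place in the TAIR10.1 assembly, so they are not deleted from the genome it represents. Other causes of adjacent features near 0 were not examined in either ecotype, so these candidates are not exhaustive.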
